# Dietary long-chain omega 3 fatty acids modify sphingolipid metabolism to facilitate airway hyperreactivity

**DOI:** 10.1038/s41598-022-21083-w

**Published:** 2022-11-17

**Authors:** Andrea Heras, Rika Gomi, Madeline Young, Chuchun L. Chang, Emily Wasserman, Anurag Sharma, Wenzhu Wu, Jinghua Gu, Uthra Balaji, Rachel White, Perdita Permaul, Ibrahim Janahi, Tilla S. Worgall, Stefan Worgall

**Keywords:** Sphingolipids, Asthma

## Abstract

Omega-3 polyunsaturated fatty acids (n-3 PUFAs) are essential nutrients that can affect inflammatory responses. While n-3 PUFAs are generally considered beneficial for cardiovascular disease and obesity, the effects on asthma, the most common inflammatory lung disease are unclear. While prenatal dietary n-3 PUFAs decrease the risk for childhood wheezing, postnatal dietary n-3 PUFAs can worsen allergic airway inflammation. Sphingolipid metabolism is also affected by dietary n-3 PUFAs. Decreased sphingolipid synthesis leads to airway hyperreactivity, besides inflammation, a cardinal feature of asthma, and common genetic asthma risk alleles lead to lower sphingolipid synthesis. We investigated the effect of dietary n-3 PUFAs on sphingolipid metabolism and airway reactivity. Comparing a fish-oil diet with a high n-3 PUFA content (FO) to an isocaloric coconut oil-enriched diet (CO), we found an n-3 PUFA-dependent effect on increased airway reactivity, that was not accompanied by inflammation. Lung and whole blood content of dihydroceramides, ceramides, sphingomyelins, and glucosylceramides were lower in mice fed the n-3 PUFA enriched diet consistent with lower sphingolipid synthesis. In contrast, phosphorylated long chain bases such as sphingosine 1-phosphate were increased. These findings suggest that dietary n-3 PUFAs affect pulmonary sphingolipid composition to favor innate airway hyperreactivity, independent of inflammation, and point to an important role of n-3 PUFAs in sphingolipid metabolism.

## Introduction

Polyunsaturated fatty acids (PUFAs), essential nutrients with a multitude of biological effects mainly related to growth and metabolism, are actively incorporated as acyl chains into cell membrane lipids, including sphingolipids, and can affect membrane scaffold formation, energy storage and signal transduction by lipid mediators^1^. N-3 PUFAs have anti-inflammatory effects^2^ which attenuate systemic inflammation associated with obesity and cardiovascular disease^3,4^. N-3 PUFAs may also be beneficial in asthma as: (1) Exhaled breath condensates of asthmatic individuals contained lower levels of a n-3 PUFA docosahexaenoic acid derivative^5^; and decreased airway reactivity inflammation with allergic sensitization can be achieved (2) by oral or aerosolized administration n-3 PUFAs or derivatives^5–10^; and (3) by endogenously increasing n-3 PUFAs in transgenic mice expressing a n-3 fatty acid desaturase^11^. In contrast, exacerbation of inflammation by n-3 PUFAs has been seen with allergic airway and intestinal inflammation^12–14^ and infection^15–17^ models.

Polymorphisms within the 17q21 chromosomal region that increase expression of the sphingolipid synthesis inhibitor ORMDL3 are linked to childhood asthma^18–20^ and obesity^21^. ORMDL3 inhibits serine palmitoyl transferase (SPT), the rate-limiting enzyme in de novo sphingolipid synthesis^22,23^. ORMDL3-overexpressing mice as well as knockdown or pharmacological inhibition of SPT lead to decreased lung sphingolipid levels and innate airway hyperreactivity^24,25^. We investigated the effects of n-3 PUFAs on sphingolipid metabolism and airway reactivity, a key characteristic of all asthma types, by comparing mice that were fed for more than two months with either the n-3 PUFA-enriched FO diet or the coconut-oil enriched CO diet.

## Results and discussion

Both FO and CO fed mice showed similar weight gain (Supplemental Fig. 1a) and similar food consumption (Supplemental Fig. 1b). We next evaluated the effects of the two high fat diets on plasma sphingolipid levels. FO resulted in higher plasma levels of all sphingoid long chain bases (Supplemental Fig. 2a), dihydroceramides (Supplemental Fig. 2b) and sphingomyelins (Supplemental Fig. 2c). Plasma ceramide levels were lower with FO compared to CO (Supplemental Fig. 2d), mostly due to ceramide C24:1 that itself was not significantly different between the two groups (p < 0.087). As decreased levels of sphingolipids that are generated mainly via de novo synthesis via SPT such as sphingosine and dihydroceramides are associated with increased airway reactivity^25–27^, we hypothesized that the FO diet would lead to lower airway reactivity compared to CO. Surprisingly, airway reactivity (Rn) in response to methacholine was increased in mice fed FO (Fig. 1a). Lung compliance (Fig. 1b) and inspiratory lung capacity (Fig. 1c) were similar in both groups.

**Figure 1:**
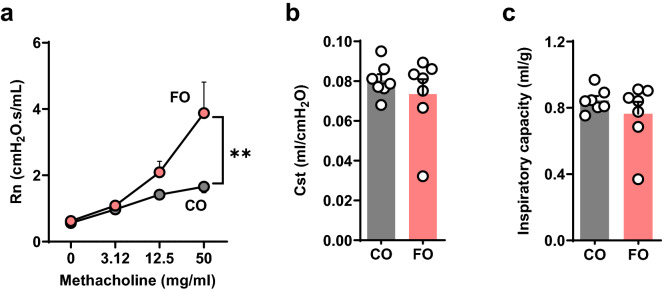
N-3 PUFA enriched diet induces innate airway hyperreactivity. BALB/c mice were fed a fish oil diet (FO) or an isocaloric control diet (CO) for 8 weeks. Pulmonary function testing was performed on anaesthetized and tracheotomized mice using a mouse pulmonary function system (Scireq). (**a**) Airway resistance (Rn) with increasing doses of methacholine. (**b**) Static compliance (Cst). (**c**) Inspiratory capacity (IC). Data are means ± SEM of 7 animals per group. **p < 0.001. Shown are results of ANOVA (Rn) or unpaired T-test (Cst, IC).

A similar pattern was seen in C57BL/6 mice (Supplemental Fig. 3a–c). This suggests that the PUFA-enriched diet induced a lung phenotype of innateairway hyperreactivity without other functional impairment typically associated with chronic inflammation or fibrosis. BALB/C and C57BL/6 were selected to assess if the innate airway hyperreactivity is independent of the genetic inflammatory haplotype^28^ with Th1- and M1-dominant responses in C57BL/6, and Th2- and M2-dominant responses in BALB/c mice, respectively^29^. The effect was only evaluated in female mice. Increased innate airway reactivity may likely be also seen with male mice, as sphingolipid-associated innate airway hyperreactivity we independent of sex and also equally seen in both strains^30^.

Asthmatic airway hyperreactivity is usually associated with airway inflammation. N-3 PUFAs in dietary fish oil supplements are known to effect airway inflammation in asthma, but the results have not been consistent^6–8,11–13,31–33^.

The cellular composition of the BAL, a solid parameter to assess airway inflammation relevant to asthma, showed a normal macrophage predominance in both groups (Fig. 2a). Likewise, no lung or airway inflammation was visible histologically (Fig. 2b–d), and wet lung weights were similar in both groups (Fig. 2e). Expression of the inflammatory factors IL-6 (Fig. 2f), IL-1b (Fig. 2g), TNF-a (Fig. 2h), inducible nitric oxide synthase (Fig. 2i), and the mucus gene Muc5a/c (Fig. 2j) were similar in both groups. Interestingly, expression of the calcium and magnesium transporter TRPM7, which is increased in SPT-deficient mice with increased airway reactivity^25^, was increased in the FO group (Fig. 2k). This suggests that the higher airway reactivity in the FO-fed mice was not induced by lung inflammation. It further signifies that allergic sensitization, which was used in all prior studies assessing the effects of n-3 PUFAs on airway inflammation and reactivity^11–13^, was not required for the innate airway hypereactivity phenotype.

**Figure 2:**
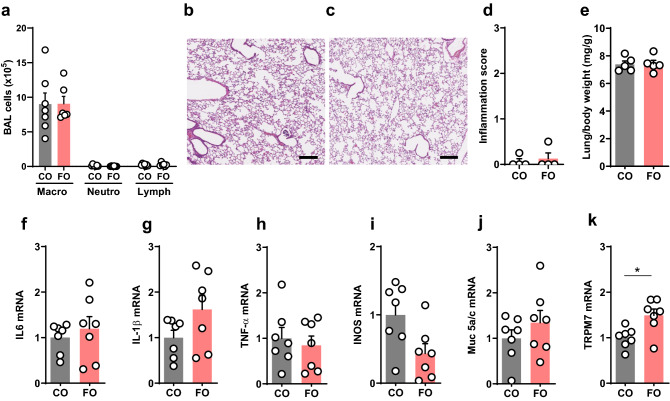
N-3 PUFA-enriched diet does not induce pulmonary inflammation. Analyses of lung and broncho-alveolar lavage fluid (BAL) from BALB/c mice that were fed a fish oil diet (FO) or an isocaloric control diet (CO) for 8 weeks. (**a**) Cytospin analysis of BAL cells. (**b**, **c**) Lung histology of CO (**b**) and FO (**c**) mice. Shown are representative lung sections stained with H&E, bar equals 250 μm. (**d**) Inflammatory score of histological sections. (**e**) Lung wet weights relative to body weight. (**f**–**k**) Expression of inflammatory markers in lung analyzed by Real-Time PCR: (**f**) IL-6. (**g**) IL-1β. (**h**) TNF-α (**i**) INOS. (**j**) Muc5AC; and (**k**) TRPM7. Data are means ± SEM of 5 animals per group. *p < 0.05. **p < 0.001, ***p < 0.0001. Shown are results of unpaired T-tests.

To further assess the effects of the n-3 PUFAs on pulmonary gene expression, lung transcriptomes were analyzed by RNA-seq. 

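Lung RNA from 5 mice fed the FO diet and 5 mice fed the CO diet for 8 weeks was sequenced as single-end reads, and the authors deposited the number of reads they counted on each gene symbol, without normalization. The sample labels give an age of 14 weeks. The strain they name is the C57Bl strain of Supplemental Fig. 3, and not the BALB/c strain of Fig. 2 and Fig. 4. The legend of Fig. 3 names no strain. Reads had been aligned to the mm10 mouse genome and counted per gene with htseq-count. Between 229766 and 1124963 reads per mouse were counted on genes, with a median of 830181 in the FO group and 358832 in the CO group. In most mice the majority of these counts fell on Rn45s, the 45S precursor of ribosomal RNA. Its share had a median of 69.8% in the FO group and 73.1% in the CO group and ranged over all mice from 21.8% (95% exact Clopper-Pearson interval 21.6% to 21.9%) in CO mouse 4 to 87.0% (86.8% to 87.1%) in FO mouse 3. The share did not differ between the diets beyond the spread between mice (two-sided exact permutation test, p = 0.492). The counts left for all other genes ranged from 45177 in CO mouse 1 to 473254 in FO mouse 2, so that 3 counts, taken as the smallest signal a mouse can show, stood for 0.0066% of the other counts in the former and 0.00063% in the latter. Intervals and floors cover counting error only. Of the 24059 gene symbols in the table, 14161 had a count in at least 1 mouse and 633 had at least 10 counts in every mouse. Genes were tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, which left 2438 genes. In simulated counts with the means and library sizes of these mice, the same test recovered 100% of 200 genes changed 4-fold at an adjusted p-value under 0.05. Smaller changes were not simulated and simulated genes vary independently, so the recovery of smaller changes is not known. In the mice themselves the gene S100a9, with a log2 fold change of 2.27, did not pass adjustment (edgeR adjusted p = 0.377).

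**Figure D1:**
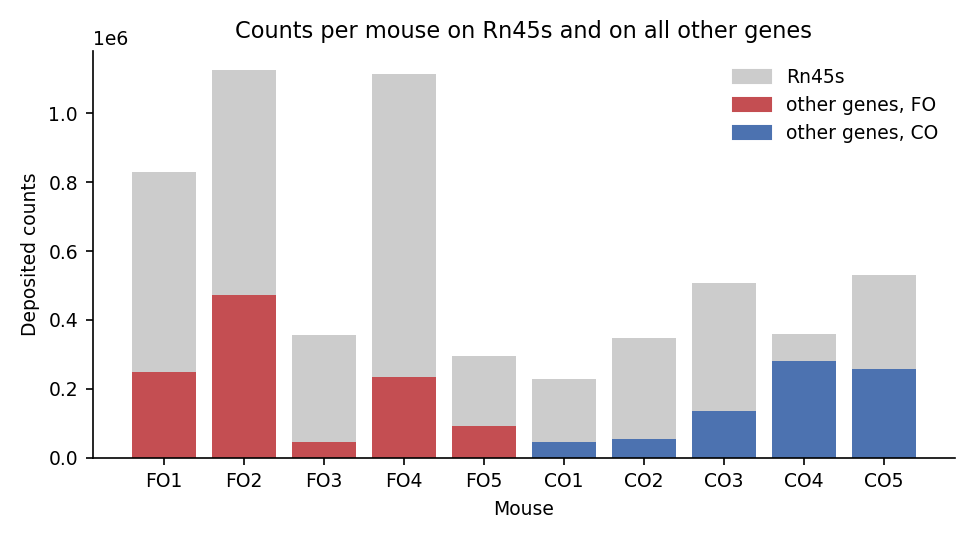
Deposited counts of each mouse, split into counts on Rn45s (grey) and counts on all other genes (coloured by diet). The counts on other genes range from 45177 in CO mouse 1 to 473254 in FO mouse 2.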

Global gene expression was similar between both groups (Fig. 3a). 

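Similarity between the diets was measured on log2 CPM of the 2438 genes tested, with a prior count of 2. Diet accounted for 9.50% of the total variance between the 10 mice (one-sided exact permutation test over all assignments of the diet labels, p = 0.611), against a mean of 11.1% and a maximum of 21.9% over the 252 assignments. The first principal component held 30.5% and the second 17.2% of the variance. Neither separated the diets, with two-sided exact permutation p = 0.746 for the first and p = 0.159 for the second component. Pearson correlations between mice, taken across genes, which are not independent replicates, had a median of 0.827 within the FO group, 0.786 within the CO group and 0.810 between the groups. The deviations of same-numbered FO and CO mice from their group means had a mean correlation of -0.12 (range -0.41 to 0.03 over 5 pairs), against 0.03 for the other 20 pairs. With the replicate number as a block, the share of variance between diets was 15.7% (exact permutation within pairs, p = 0.875), the largest value among the alternatives tried.

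**Figure D2:**
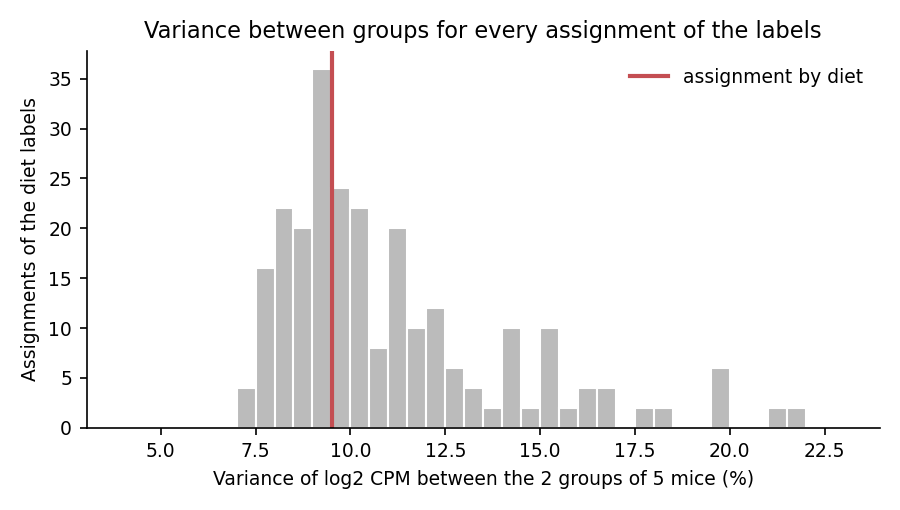
Share of the variance of log2 CPM that lies between 2 groups of 5 mice (x axis, percent), counted over the 252 possible assignments of the diet labels (y axis). The red line marks the assignment by diet, at 9.50%, close to the middle of the distribution.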

Differential gene expression (DEG) analysis revealed only 137 DEG genes when comparing FO and CO groups (Fig. 3b,c). 

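At the paper's threshold, an unadjusted p-value under 0.05, edgeR called 71 of the 2438 genes tested, 41 higher and 30 lower in the FO group. These were 2.91% of the genes tested, where 121.9 genes would pass if no gene differed and p-values were uniform. No gene had an adjusted p-value under 0.05 (Benjamini-Hochberg), and the smallest edgeR adjusted p was 0.377, for S100a9. Of the 137 names read from the heatmaps of Fig. 3b and 3c, 53 passed the filter on low counts. All 53 changed in the direction of their heatmap, and 47 of them had an unadjusted p-value under 0.05, or 45 after adjustment over these names alone. Because the names are the paper's own calls on the same mice, this overlap is no independent check. Another 84 names were removed by the filter, and 30 of the 137 had fewer than 10 counts in every mouse. The count depended most on the filter and the test. With edgeR on all 14161 genes that had any count, 587 genes were called, 365 higher and 222 lower. Of the 137 names, 117 were among them. DESeq2, which the paper's methods name for this step without stating a filter, was run on the same genes, a choice made after seeing the values. It called 138, 71 higher and 67 lower, with 132 of the names. In the edgeR fit with the default filter, scaling by library size alone in place of TMM gave 36 calls, 1 higher and 35 lower. Library size includes the counts on Rn45s, so this scaling sets the other genes lower where the Rn45s share is high. With the replicate number as a block, given the correlation of -0.12 between same-numbered mice, 55 genes were called, 35 of them higher, and 0 after adjustment, and 35 of the 137 names were among them.

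**Figure D3:**
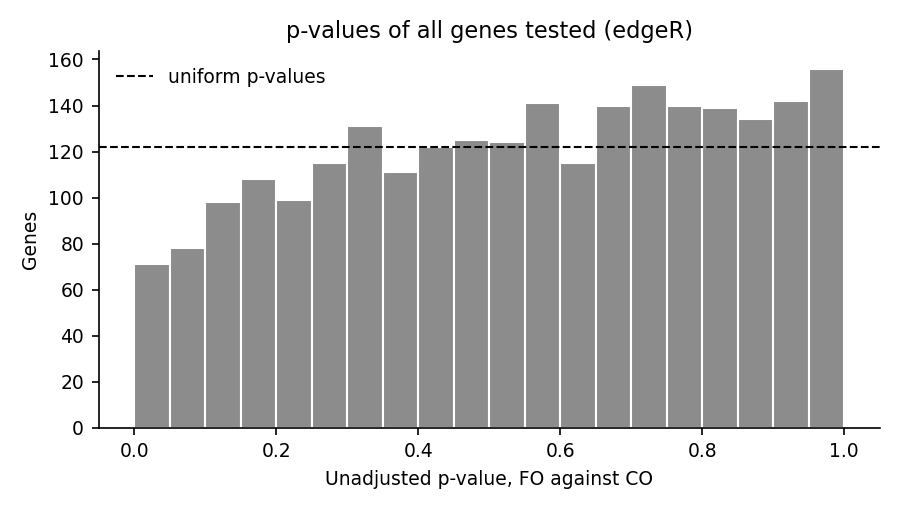
Unadjusted edgeR p-values (x axis) of the 2438 genes tested, in bins of 0.05, with the number of genes on the y axis. The dashed line gives the height expected for uniform p-values, 121.9 genes, and the first bin holds 71.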

Among those, numerous genes arerelated to smooth muscle cell contractility and pro- and anti-inflammatory effects relevant to asthma (Supplemental Table 2). 

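The genes with the smallest p-values among those whose groups did not overlap were S100a9, Ccl6 and Pdcd5, higher in the FO group, and Zeb1, Ccnd1 and Psip1, lower in it. S100a9, which encodes a calcium-binding protein of neutrophils and lies on chromosome 3 from 90692630 to 90695721 (mm10), had 74.6 ± 52.1 normalized counts (CPM, scaled by edgeR to a common library size) in the FO group and 13.8 ± 5.19 in the CO group (SD, n = 5 mice each). Its log2 fold change was 2.27 (standard error 0.48), every FO mouse lay above every CO mouse, and the two-sided exact permutation p was 0.0079, the smallest that 5 mice against 5 allow. Zeb1, on chromosome 18 from 5591327 to 5775468, fell from 146.5 ± 32.1 to 80.8 ± 13.9 CPM, a log2 fold change of -0.83 (standard error 0.23), and overlaps Gm10125, between which the counting could have shared reads. The log2 fold changes of Ccl6 and Pdcd5 were 0.79 and 0.71, and those of Ccnd1 and Psip1 were -0.61 and -0.70. The 5 named genes other than S100a9 had edgeR adjusted p-values of 0.998. In all, 10 of the 2438 genes tested, or 0.41%, had groups that did not overlap, 5 higher and 5 lower, where random assignment of the mice gives 0.79%.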

The majority of genes related to smooth muscle cell contraction or growth were higher expressed in the FO group, whereas there was an even pro- and anti-inflammatory gene expression effect of FO. 

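Of the 39 genes in Supplemental Table 2, 16 passed the filter on low counts, so the table was looked up in the edgeR fit of all genes with any count. For smooth muscle contraction or proliferation it lists 11 genes, 8 higher and 3 lower in the FO group, and 5 of them passed the filter. The actin gene Acta2, which passed it, on chromosome 19 from 34240336 to 34255585, had 33.7 ± 15.0 CPM in the FO group and 18.0 ± 8.87 in the CO group (SD, n = 5 mice each). Its log2 fold change was 0.99 (standard error 0.37), with overlapping groups (two-sided exact permutation p = 0.119). Of 19 genes listed as pro-inflammatory, 10 were higher and 9 lower. All 6 genes listed as anti-inflammatory were higher. In total 27 of the 39 genes were higher and 38 had an unadjusted p-value under 0.05, 1 of them (S100a9) after adjustment over all 14161 genes. The genes were selected by the paper for differing between these mice, so the number past the threshold is no separate evidence.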

To put the overall gene expression analysis in biological context, gene set enrichment analysis was performed for KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. 

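Gene lists for this comparison were written by hand, since the paper's KEGG sets were not used here, and were tested with fgsea on the 2438 genes ranked by the signed square root of edgeR's quasi-likelihood F. The list of striated muscle genes, which stands in for the cardiac muscle pathways, kept 8 of its 54 genes after the filter on low counts. Its normalized enrichment score was 1.33 in the direction of the FO group (fgsea adjusted p = 0.195 over the lists tested). Over all genes with any count, the alternative that moved it most, 49 genes of the list were ranked and the score was 2.14 (fgsea adjusted p = 5.8e-05), while camera, which allows for correlation between genes, gave an adjusted p of 0.581 for the same genes. In that fit 5 of the 49 genes had an unadjusted p-value under 0.05, all higher in the FO group. Of the 19 lists tested in that fit, 13 had an fgsea adjusted p under 0.05 and 0 a camera adjusted p under 0.05. The list of smooth muscle contraction genes, with 24 genes ranked, had a score of -0.84 (fgsea adjusted p = 0.737), against 1.48 (fgsea adjusted p = 0.040, camera adjusted p = 0.985) over 49 genes with any count. Among the 24 genes Acta2 was called higher, and Plcb1 lower with a log2 fold change of -0.70 (standard error 0.31), and among the 49 genes with any count 4 were called higher and 1 lower. The list of ribosomal protein genes, a family whose pseudogenes could share reads, had a score of 1.81 (fgsea adjusted p = 0.0019, camera adjusted p = 0.736) over 76 genes, with a median log2 fold change of 0.09. Scaled by library size alone, the ribosomal score was -0.64. Over the 10 fits that each left out a mouse, the fgsea adjusted p was under 0.05 in 2 for striated muscle, 0 for smooth muscle contraction and 6 for ribosomal proteins. With the replicate number as a block, for which same-numbered mice correlated at -0.12, the scores were 1.09 for striated muscle, -1.06 for smooth muscle contraction and 1.72 for ribosomal proteins.

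**Figure D4:**
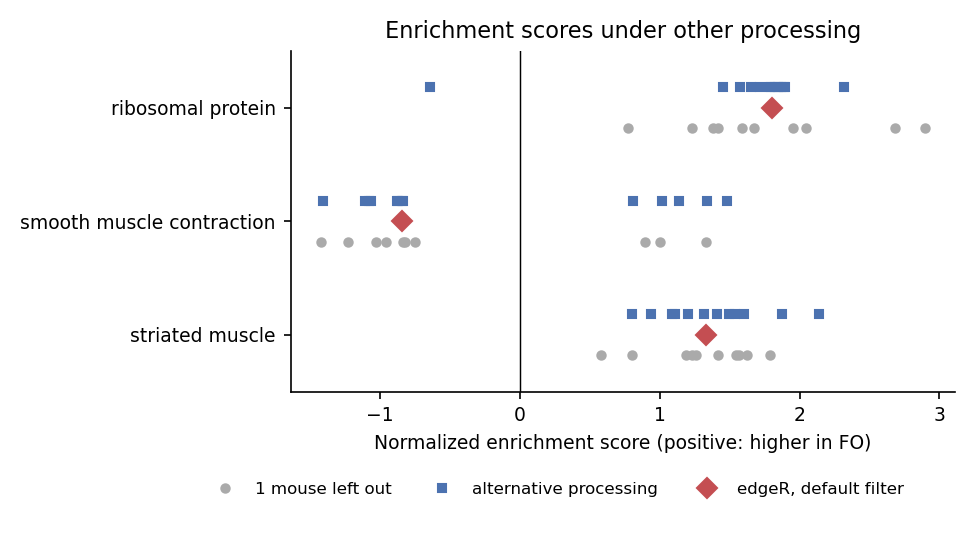
Normalized enrichment scores (x axis, positive where the list is higher in the FO group) of 3 gene lists. Diamonds show edgeR with the default filter on low counts, at 1.33, -0.84 and 1.81, squares the alternatives in processing and grey points the fits that each left out 1 mouse. Smooth muscle contraction lies on both sides of 0.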

KEGG pathway analysis showed upregulation of two cardiac muscle pathways and one contraction pathway (p < 0.05) in the FO group (Fig. 3d). These three pathways consist of overlapping genes, e.g. 31 out of 34 for dilated and hypertrophic cardiomyopathy, 17 out of 30 for muscle contraction and either dilated or hypertrophic cardiomyopathy. All three pathways contain numerous genes that also play a role in smooth muscle cell contraction (dilated cardiomyopathy: 22 out of 34 genes; cardiac muscle contraction: 15 out 30 genes; hypertrophic cardiomyopathy: 21 out of 34 genes), suggesting a relevance for airway smooth muscle cell contraction. All three also included increased expression of myosin light chain 3 (Myl3; Fig. 3b). 

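Myl3 lies on chromosome 9 from 110763678 to 110769802 (mm10), with no annotated gene overlapping it. Its counts in FO mice 1 to 5 were 26, 16, 1, 2 and 1, and those in CO mice 1 to 5 were 0, 0, 1, 0 and 3. These counts are too low for the filter, so the test was taken from the edgeR fit of all genes with any count. Myl3 had 10.6 ± 11.5 CPM in the FO group and 1.24 ± 1.82 CPM in the CO group (SD, n = 5 mice each), a log2 fold change of 2.80 (standard error 0.76, edgeR adjusted p = 0.401). The groups overlapped, and the two-sided exact permutation p was 0.032. Every CO mouse was at or under the floor of 3 counts, so the log2 fold change of 2.80 is an uncertain estimate. The mean of the FO group was 1.25 times that floor, the only lower bound these counts give. Only 2 FO mice, numbers 1 and 2, had more than 3 counts. With each mouse left out in turn, the log2 fold change lay between 1.95 and 4.00, and the edgeR adjusted p between 0.098 and 0.924. It was 2.18 with the replicate number as a block, beside the correlation of -0.12 between same-numbered mice.

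**Figure D5:**
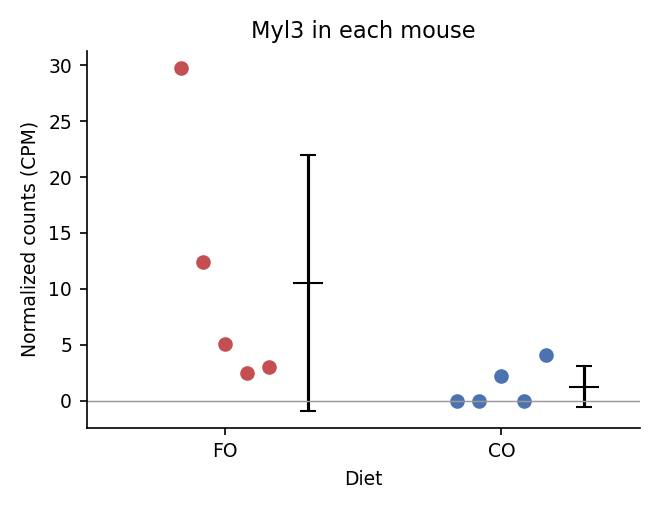
Myl3 in each mouse, in CPM after TMM normalization (y axis), by diet (x axis). Points are mice, bars the mean and SD (n = 5). Of the FO mice, numbers 1 and 2, the leftmost points, had 26 and 16 counts, and no CO mouse had more than 3.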

Realtime PCR confirmed increased lung expression of Myl3 in the FO group (Fig. 3e).

**Figure 3:**
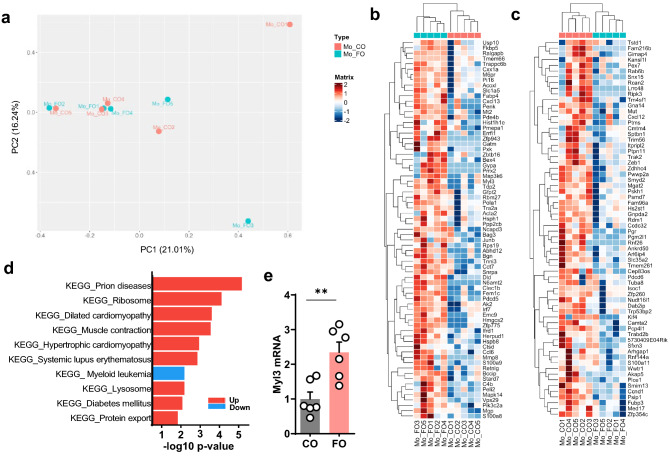
Lung transcriptomes from mice fed with n-3-PUFA diet. Clustering of lung transcriptomes and differential gene expression from FO or CO fed mice. RNA-sequencing was performed on RNA isolated from lung tissue after 8 weeks. (**a**) Principal component analysis (PCA) from whole lung. Differential gene expression analysis, comparison is of FO and CO groups. (**b**) Genes relatively upregulated in the FO group. (**c**) Genes relatively downregulated in the FO group. (**d**) Summary of KEGG pathways associated with differentially expressed genes (p < 0.05), comparison is of FO vs CO groups with upregulated in red and downregulated pathways in blue. (**e**) Expression of Myl3 in lungs from mice from independent experiments by Real-Time PCR. **p < 0.001 (unpaired T-test).

Expression of Myl3 is high in cardiac muscle^34^, it is also expressed in human lung smooth muscle and fibroblasts^35^ and in mouse lung^36^. Myl3 encodes a myosin light chain and in airway smooth muscle, signaling through myosin light chain kinase is critical for contractile function^37^, It is unknown what functional role Myl3 has in airway smooth muscle cells. Interestingly and relevant to our manuscript, a large European cross-trait genome-wide association study to identify shared genetic components between obesity-related traits and specific asthma subtypes identified 34 shared loci^38^. Among those were acyl-coenzyme A oxidase-like (ACOXL) and myosin light chain 6 (Myl6). Those two genes were then also confirmed by RNA sequencing from lungs of diet -induced-obese versus control mice^38^, an established model for obesity-induced innate hyperresponsiveness^39^. 

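Acoxl, which the filter on low counts also removed, was tested in the same way as Myl3, among all genes with any count. It lies on chromosome 2 from 127838797 to 128126252 and overlaps Bcl2l11 and Gm23101, so reads of these genes could have been shared in the counting. The FO group had 23.2 ± 15.1 CPM of Acoxl and the CO group 8.09 ± 5.65 CPM (SD, n = 5 mice each), a log2 fold change of 1.41 (standard error 0.48, edgeR adjusted p = 0.905). The groups overlapped (two-sided exact permutation p = 0.079). FO mouse 2 had 58 of the 87 counts of its group, and without it the log2 fold change was 0.84. The unadjusted p-value was no longer under 0.05 without that mouse, with library size alone (log2 fold change 1.05, where the median gene moved to -0.43) or with limma-voom (0.95). With the replicate number as a block, where same-numbered mice correlated at -0.12, it was 1.39. Myl6, on chromosome 10 from 128490859 to 128493886, passed the filter, with 212.3 ± 54.8 CPM in the FO group and 238.9 ± 64.4 CPM in the CO group (SD, n = 5). Its log2 fold change was -0.19 (standard error 0.24, edgeR adjusted p = 0.998), or -0.17 with the block, smaller than the spread between mice (two-sided exact permutation p = 0.492).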

While Myl6 was not identified in our screen, it is similar to Myl3, and ACOXL is also one of the genes upregulated in the fish oil group (Fig. 3c), suggesting similarities between asthma models of innate airway hyperreactivity and the dietary effects of n-3 PUFAs. 

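Inflammatory expression was summarised with a list of neutrophil and innate defence genes written by hand, because the GO gene sets were not used here. Only 5 of its 48 genes passed the filter on low counts, and all 5 had positive log2 fold changes. The normalized enrichment score was 1.40 (fgsea adjusted p = 0.165), and S100a9 was the only gene among the 5 with an unadjusted p-value under 0.05. Among the 40 genes of the list with any count the score was 1.90 (fgsea adjusted p = 0.0013, camera adjusted p = 0.135), 7 genes were called higher and 2 lower, and S100a9 alone passed adjustment over all genes. Same-numbered mice correlated at -0.12, and with the replicate number as a block the score was 1.75 (fgsea adjusted p = 0.0063).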

Gene ontology (GO) pathway analysis was also performed and showed upregulation of some inflammatory pathways in the FO group, though with a p-value < 0.1 (Supplemental Fig. 4). 

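A list of oxidative stress genes written by hand kept 22 of its 55 genes after the filter on low counts, and 14 of the 22 had higher expression in the FO group. The normalized enrichment score was 1.71 (fgsea adjusted p = 0.035), and camera gave an adjusted p of 0.353. Of the 22 genes, 1, the metallothionein Mt2, had an unadjusted p-value under 0.05, and 0 genes passed adjustment within the list. Mt2 lies on chromosome 8 from 94172618 to 94173567 and had 53.3 ± 9.26 CPM in the FO group and 22.1 ± 15.2 CPM in the CO group (SD, n = 5 mice each, two-sided exact permutation p = 0.016). The list's median log2 fold change was 0.17. With each mouse left out in turn, the fgsea adjusted p stayed under 0.05 in 2 of 10 fits. The score fell to 0.57 with library size alone and to 1.38 (fgsea adjusted p = 0.063) over the 51 genes with any count. With the replicate number as a block, beside the correlation of -0.12 between same-numbered mice, it was 1.70 (fgsea adjusted p = 0.017).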

Increased oxidative stress pathways were only identified under less stringent statistical criteria and showed some upregulation of the GO pathways positive regulation of response to oxidative stress (adjusted p-value = 0.6), negative regulation of oxidative stress-induced neuron intrinsic apoptotic pathway (adjusted p-value = 0.61), oxidative demethylation (adjusted p-value = 0.63), and positive regulation of oxidative stress-induced intrinsic apoptotic signaling pathway (adjusted p-value = 0.65), suggesting no clear positive and or negative effect on oxidative stress pathways with n-3 PUFAs as a potential cause for increased airway reactivity. Genes within the sphingolipid biosynthesis and acute inflammatory response pathways were similarly expressed in the lungs from both groups (Supplemental Fig. 5). 

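Of 63 genes in a list for sphingolipid synthesis, 6 passed the filter on low counts and 0 had an unadjusted p-value under 0.05. The list's median log2 fold change was -0.09 and its normalized enrichment score 0.78 (fgsea adjusted p = 0.737). Among the 50 genes of the list with any count, 1, Galc, had an unadjusted p-value under 0.05, and the score was 0.66 (fgsea adjusted p = 0.962). Galc encodes an enzyme that degrades galactosylceramide, so the list, written by hand, is not limited to synthesis. With the nearest Reactome set, for de novo synthesis, the score was -1.38 and did not pass the threshold. Of 82 genes in a list for acute inflammation, 12 passed the filter and 10 of these were higher in the FO group. The score was 1.47 (fgsea adjusted p = 0.117, camera adjusted p = 0.107) and the median log2 fold change 0.19. Of the 12 genes, 1 stands in Fig. 3 and so was selected for differing between these mice. Without it the score was 1.27 (fgsea adjusted p = 0.221), and the mean that follows keeps it. The mean log2 CPM of the 12 genes was higher in the FO group by 0.27 and lay above the CO median in 5 of 5 FO mice (two-sided exact permutation p = 0.024, not adjusted for the number of lists), and over the 64 genes with any count it was higher by 0.16, with 4 of 5 FO mice above that median (p = 0.087, same exact test). The complement gene C4b was the only member with an unadjusted p-value under 0.05. It had 39.2 ± 17.1 CPM in the FO group and 20.2 ± 3.02 CPM in the CO group (SD, n = 5 mice each), a log2 fold change of 1.00 (standard error 0.32, edgeR adjusted p = 0.998). Over the 64 genes with any count the score was 1.48 (fgsea adjusted p = 0.031, camera adjusted p = 0.456), with 5 genes called higher and 1 lower. With the replicate number as a block, where the correlation of same-numbered mice was -0.12, the scores were 1.09 for sphingolipid synthesis and 1.56 for acute inflammation (fgsea adjusted p = 0.050).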

Overall, while the RNA seq data showed some lung gene expression differences between the CO and FO, the overall number of differentially expressed genes was small, but did include genes to muscle contraction, such as myl3. 

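The 71 genes called at an unadjusted p-value under 0.05 were 2.91% of the genes tested, and Myl3, taken from the fit of genes with any count, rested on 46 counts over the 5 FO mice and 4 over the 5 CO mice. The paper states that differentially expressed genes were few and included genes for muscle contraction such as Myl3. It also reports higher Myl3 by Real-Time PCR in lungs of mice from independent experiments. From the genes of the cardiac and contraction pathways that also act in smooth muscle, it proposes a relevance for airway smooth muscle contraction.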

Interestingly, expression of the magnesium transporter TRPM7 that has been associated with increased airway contractility in SPT-deficient mice^25^, was higher with the FO diet, suggesting decreased sphingolipid synthesis without changes in transcription genes for enzymes within this pathway. This data reiterates that pulmonary inflammation is not the major factor for the increased airway reactivity induced by the FO diet. As decreased pulmonary and blood cell sphingolipid synthesis is associated with increased airway reactivity in the absence of inflammation^25,40^, we assessed lung and blood cell sphingolipid levels at the time of the pulmonary function testing.

In contrast to the plasma levels, lung long chain bases (Fig. 4a), dihydroceramides (Fig. 4c), ceramides (Fig. 4d), sphingomyelins (Fig. 4e), and glucosylceramides (Fig. 4f) were decreased in the FO compared to the CO group. Sphingolipid composition in blood cells, a parameter of cellular sphingolipid composition relevant to asthma^30^, also showed lower levels of dihydroceramides (Fig. 4i), ceramides (Fig. 4j), sphingomyelins (Fig. 4k), and glucosylceramides (Fig. 4l) with the FO diet. The sum of long chain bases in the blood was overall increased in the FO mice compared to CO (Fig. 4g), mainly due to sphinganine-1P (p = 0.0054). Plasma sphingolipid levels, with the exception of ceramides, were higher with FO diet compared to CO diet, in contrast to lung and whole blood where most sphingolipids were lower. Whole blood sphingolipids seem to be better reflect tissue sphingolipid levels compared serum or plasma levels. Genetically decreased sphingolipid synthesis in children with asthma was detectable in whole blood and PBMCs, and reflected levels in airway epithelial cells^30^. There is limited information on the effects of n-3 PUFAs on blood sphingolipidomes in humans. Targeted lipidomics for glycerophospholipids and sphingolipids of healthy individuals in plasma following dietary supplementation with n-3 PUFAs for three weeks showed a trend for increased ceramides and dihydrocermides^41^. Dietary supplementation of healthy subjects with EPA and DHA for three months reduced ceramides in VLDL and increased sphingomyelin in LDL^42^. Our data suggests that n-3 PUFA-enriched diets can lower tissue and cell sphingolipids. However, ratios of the phosphorylated long chain bases S1P and Sa-1P to sphingosine and sphinganine were higher with FO in blood (Fig. 4b) and lung (Fig. 4h). This finding is in contrast to SPT-deficient mice^25^ and suggests an effect of the n-3 PUFAs on increasing sphingosine kinase activity or decreasing degradation by sphingosine phosphate lyase. Increased S1P is associated with increased airway reactivity and asthma, as S1P can directly contract airway smooth muscle through signaling via S1P receptors^43^ and can also lead to airway remodeling^44,45^. There were no signs for airway remodeling histologically or functionally with normal compliance and absence of fixed obstruction in the lung function studies. While the lung and blood sphingolipid profiles seen with FO do not suggest a primary effect on sphingolipid de novo synthesis, both increased S1P and decreased dihydroceramides could have been instrumental for the hyperreactivity. Effects on membrane lipid rafts could be potential mechanisms for the n-3 PUFA induced changes of cellular sphingolipids on airway reactivity^46^. Rafts, usually enriched with ceramides, sphingomyelins and glucosphingolipids^47^, all lower in blood cells and lung with FO, are involved in the clustering of membrane signaling proteins to facilitate cell signaling, a process that is perturbed by n-3 PUFAs^48–50^.

**Figure 4:**
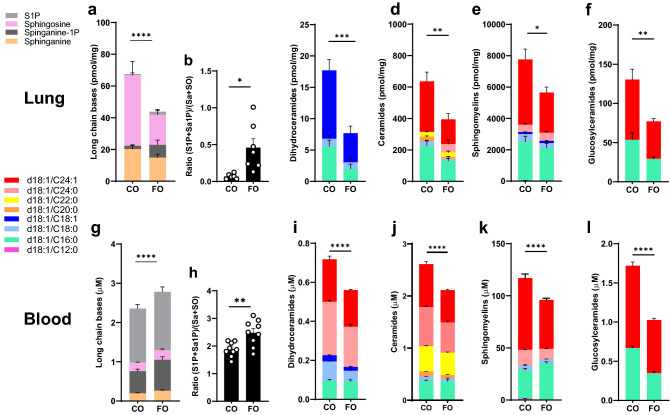
N-3 PUFA enriched diet decreases ceramides and sphingomyelins in lungs and blood cells. Sphingolipids in lung (**a**–**f**) and whole blood (**g**–**l**) from BALB/c mice that were fed either FO or CO diet for 8 weeks. (**a**, **g**) Long chain bases. (**b**, **h**) Ratios of the two phosphorylated long chain bases sphingosine-1P (S1P) and sphinganine-1P (Sa1P) to sphinganine and sphingosine. (**c**, **i**) Dihydroceramides. (**d**, **j**) Ceramides. (**e**, **k**) Sphingomyelins. (**f**, **l**) Glucosylceramides. Data are representative of 3 independent experiments with 5–6 mice per group. *p < 0.05. **p < 0.001, ***p < 0.0001, ****p < 0.00001 (two-way ANOVA with Tukey’s multiple comparisons test).

Overall, the study shows a strong effect of n-3 PUFAs in a hypercaloric diet on blood and tissue sphingolipids. The combination of decreased sphingolipids and increased circulating S1P may provide the functional link for enhanced airway reactivity in the absence of inflammation. Further studies need to assess n-3 PUFA-induced disturbances of lipid rafts and effects on signaling, especially of pathways critical for smooth muscle cell contraction.

## Materials and methods

All methods were carried out in accordance with relevant guidelines and regulations, and are reported in accordance with ARRIVE guidelines.

### Mice and diets

All animal studies were conducted under protocols approved by the Institutional Animal Care and Use Committee of Weill Cornell Medicine. Female BALB/c and C57Bl/6 mice were purchased at 4–6 weeks of age from Jackson Laboratory and housed under specific pathogen-free conditions. Following 1 week acclimatization, mice were fed a high-fat, semipurified diet (total 19% fat, 0.2% cholesterol, w/w) enriched in either n-3 PUFAs (91% menhaden fish oil and 9% corn oil; Harlan Teklad; TD. 07500; FO) or saturated fat (75% saturated fat from coconut oil, 17% monounsaturated fat from olive oil, and 8% polyunsaturated fat from corn oil; Harlan Teklad; TD. 08081; CO) for 8–11 weeks. Both diets have been used to assess the attenuating effects of PUFAs on atherosclerosis and inflammation^51^. Detailed composition of the diets is provided in Supplemental Table 1. Weight and food intake were checked weekly. After 8–10 weeks the animals underwent pulmonary function testing and were sacrificed.

### Blood and lung sphingolipid analyses

Sphingolipids were quantified in plasma, dried blood spots, and homogenized lung by high pressure liquid chromatography electrospray ionization tandem mass spectrometry (HPLC–MS/MS) using minor modification of a described method^52^. The method is validated for five dihydroceramides: (d18:0/16:0 d18:0/18:0, d18:0/18:1, d18:0/24:0, d18:0/24:1), six ceramides (d18:1/C16:0, d18:1/C18:0, d18:1/C20:0, d18:1/C22:0, d18:1/C24:0, d18:1/C24:1), two glucosylceramides (GlcCer d18:1/C18:0, GlcCer d18:1/C24:1), five sphingomyelins (SM d18:1/C12:0, SM d18:1/C16:0, SM d18:1/C18:0, SM d18:1/C18:1, SM d18:1/C24:1), and the four long-chain bases sphinganine (SA d18:0), sphingosine (SO d18:1), sphinganine-1-phosphate (Sa-1-P d18:0), sphingosine-1-phosphate (S1P d18:1). 25 ul plasma, whole blood and lung homogenate were extracted by vortexing overnight in 900 ul dichloromethane/methanol (1:1) with addition of internal standard (*N*-lauroyl-d-erythro-sphingosylphosphorylcholine). After centrifugation to precipitate cell debris, an aliquot was transferred into an Agilent 1200 HPLC (Agilent Poroshell 120 column) linked to an Agilent 6430 triple quadrupole mass spectrometer. Mobile phase A consisted of methanol/water/chloroform/formic acid (55:40:5:0.4 v/v); Mobile phase B consisted of methanol/acetonitrile/chloroform/formic acid (48:48:4:0.4 v/v). After pre-equilibration for 6 s, the gradient was increased gradually to 60% mobile phase B and 100% mobile phase B was held for 1.9 min. With a flow rate is 0.6 mL/min, the duration of the entire run was 9.65 min. We used the Mass Hunter optimizer and pure synthetic standards (Avanti Polar Lipids) to determine optimum fragmentation voltage, precursor/product ions and m/z values. Peak calls and abundance calculations were obtained with MassHunter Workstation Software Version B.06.00 SP01/Build 6.0.388.1 (Agilent). Final concentrations were calculated from a standard curve for each sphingolipid run in parallel.

### Lung mechanics and airway reactivity

Mice were anaesthetized with pentobarbital (100 mg/kg; American Pharmaceutical Partners), tracheostomized and mechanically ventilated using a computer-controlled animal ventilator (FlexiVent, SCIREQ). Respiratory mechanics were analyzed using the FlexiVent software as previously described^25,53^. Static compliance was determined using the Salazar-Knowles equation to the plateau pressure measurements obtained between total lung capacity and functional residual capacity. Broadband forced oscillations were applied to determine Newtonian (airway) resistance (Rn) using a constant phase model. Rn was also assessed following increasing doses of methacholine (3.125, 12.5 and 50 mg/ml) to quantify airway reactivity.

### Lung inflammation

Bronchoalveolar lavage (BAL) fluid was collected by three intratracheal instillations of PBS, 0.5 mM EDTA (total 3.5 ml), centrifuged at 450 G for 7 min at 4 °C, and cells were resuspended in PBS. Cell differentials were determined by Giemsa stain on cytospin preparations. Cell viability was determined by trypan blue exclusion. RNA was extracted from homogenized lung tissue using TRIzol (Invitrogen). Following reverse transcription, TaqMan Gene expression assays were performed using probes for IL6 (Mm00445197_m1), IL1-β (Mm00445197_m1), TNF-α (Mm00445197_m1), iNOS (Mm01208059_m1), MUC5ac (Mm01276718_m1), TRPM7 (Mm00457998_m1), S100a9 (Mm00656925_m1), Myl3 (Mm00491655_m1); all from ThermoFisher Scientific). The mRNA levels were quantified using the ∆∆Ct method and normalized to expression of eukaryotic 18S rRNA endogenous control (4352930E, Applied Biosystems). For lung histology, lungs were inflated with 4% paraformaldehyde at 25 cm H_2_O for 16–24 h and 5 μm paraffin sections were stained with H&E. Histological scoring for inflammation was performed based on cellular infiltration in the alveolar parenchyma away from major vessels, the perivenular regions, and the bronchoarterial regions using a 0–3 severity score. A score of 0 indicates no inflammatory cells, a score of 1 represents occasional cuffing by inflammatory cells, a score of 2 indicates a thin layer (1–5 cells thick) of inflammatory cells, and a score of 3 indicates a thick layer (more than 5 cells thick) of inflammatory cells. Combined grading was based on the most severely inflamed section on each slide.

### Lung RNA sequencing

RNA was extracted using Promega Maxwell 16 MDx instrument, (Maxwell 16 LEV simplyRNA Tissue Kit). Specimens were prepared for RNA sequencing using TruSeq RNA Library Preparation Kit v2 or riboZero as previously described^54^. RNA integrity was verified using the Agilent Bioanalyzer 2100 (Agilent Technologies). cDNA was synthesized from total RNA using Superscript III (Invitrogen). Sequencing was then performed on GAII, HiSeq 2000, or HiSeq 2500, as single end reads^55,56^. All reads were independently aligned with STAR_2.4.0f1^57^ for sequence alignment against the mm10 murine genome. SAMTOOLS v0.1.19 was used for sorting and indexing reads^58^. Gene counts from htseq-count^59^ and DESeq2 bioconductor package^60^ were used to identify differentially expressed genes (DEGs) setting a threshold of nominal p value less than 0.05. For biological context, GeneSet Enrichment Analysis (GSEA) was performed for KEGG pathways^61–63^ and Gene Ontology biological processes (GO BP) obtained from molecular signature database using msigdbr package^64^. Over-representation analysis was performed using the fgsea package. Pheatmap and ggplot2 packages were used to generate visualization plots^65^. For biological context, GeneSet Enrichment Analysis (GSEA) was performed for KEGG pathways and Gene Ontology biological processes (GO BP) obtained from molecular signature database using msigdbr package^64^.

### Statistics

The results are presented as mean ± SEM. We first used the Shapiro–Wilk normality test for all data to confirm that our data were normally distributed. Comparisons between two groups were conducted by unpaired t-test. Comparisons of the pulmonary function tests were conducted by one-way ANOVA with Dunnett post-hoc test or one-way ANOVA with Tukey’s comparisons test. P values for two-way ANOVA were adjusted to account for multiple comparisons. For all tests, differences were considered significant when p < 0.05 and four significance levels are indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Graph-Pad Prism™ vs. 8.2 was used for all statistical analyses.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and/or analysed during the current study are available in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203418).

# Supplementary material for: Dietary long-chain omega 3 fatty acids modify sphingolipid metabolism to facilitate airway hyperreactivity
**Source:** Sci Rep. 2022 Nov 17;12:19735. doi: 10.1038/s41598-022-21083-w
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information for:**

**Dietary long-chain omega 3 fatty acids modify sphingolipid metabolism to facilitate airway hyperreactivity**

Andrea Heras, Rika Gomi, Madeline Young, Chuchun L. Chang, Emily Wasserman, Anurag Sharma, Rohan Bareja, Jinghua Gu, Uthra Balaji, Rachel White, Ibrahim Janahi, Tilla S. Worgall, Stefan Worgall

**This file includes:**

Supplemental Figures S1 to S5

Supplemental Table

**Supplemental Figures**

**
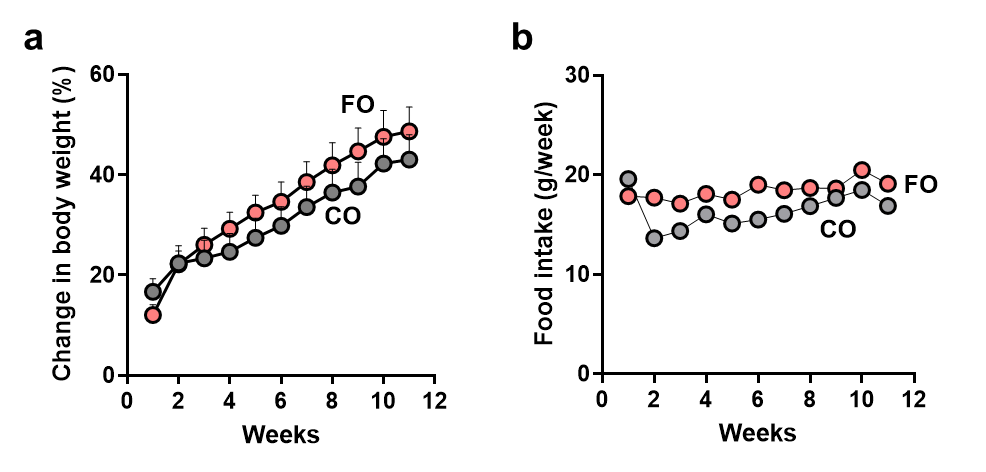
**

**Supplemental Fig. 1.** N-3 PUFA- and CO enriched high fat diets increase body weight.

BALB/c mice were fed a fish oil diet (FO), an isocaloric high fat coconut oil diet (CO) for 12 wk. Body weight and food consumption were monitored weekly. **a,** Body weight. **b,** Food consumption. Data are means +/- SEM of 5-7 animals per group. *p<0.05. ** p<0.001. Shown are results of ANOVA with Tukey’s multiple comparisons test.

**
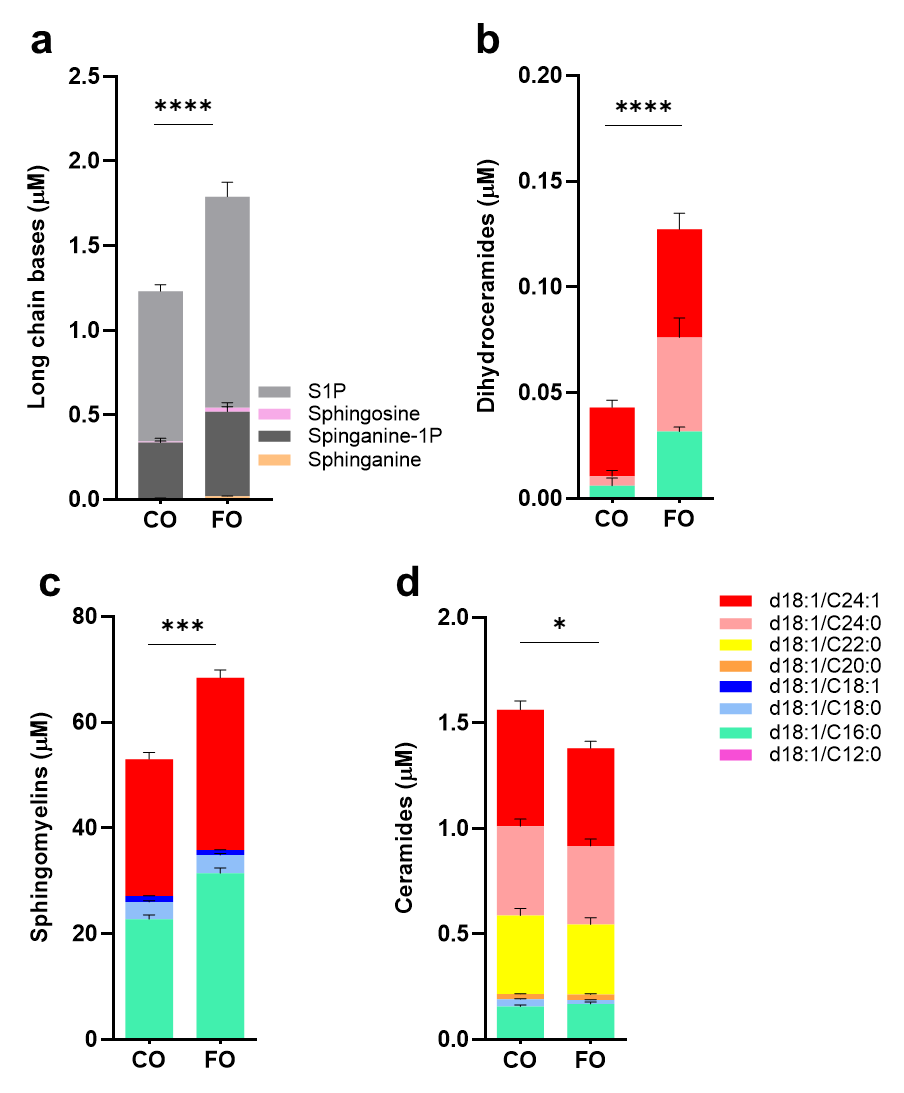
**

**Supplemental Fig. 2.** N-3 PUFA-enriched diet increases plasma sphingolipids. BALB/c mice were fed a fish oil diet (FO) or an isocaloric control diet (CO) for 8 wk. Plasma sphingolipid levels were analyzed by HPLC-MS/MS. **a,** Long-chain bases. **b,** Dihydroceramides. **c,** Ceramides. **d,** Sphingomyelins. Data are representative of 3 independent experiments with 5-7 mice per group. Data are means +/- SEM. *p<0.05. *** p<0.0001, **** p<0.00001 (two-way ANOVA with Tukey’s multiple comparisons test).

**
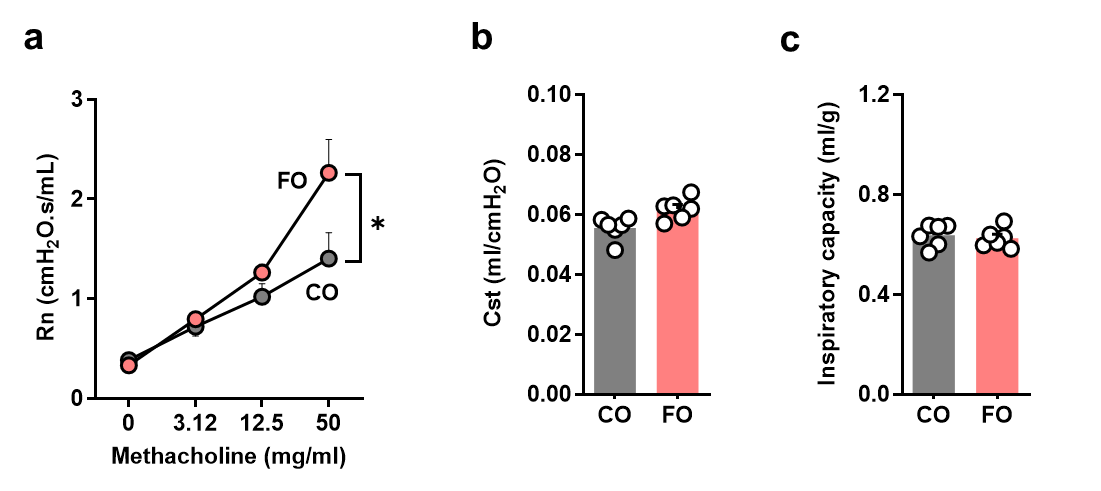
**

**Supplemental Fig. 3.** N-3 PUFA enriched diet leads to innate airway hyperreactivity in C57BL/6 mice C57BL/6 mice were fed a fish oil diet (FO) or an isocaloric control diet (CO) for 8 wk. Pulmonary function testing was performed on anaesthetized and tracheotomized mice using mouse pulmonary function system (Scireq). **a,** Airway resistance (Rn) with increasing doses of methacholine. **b,** Static compliance (Cst). **c,** Inspiratory capacity (IC). Data are means +/- SEM of 6 animals per group. ** p<0.001. Shown are results of ANOVA (Rn) or unpaired T-test (Cst, IC).

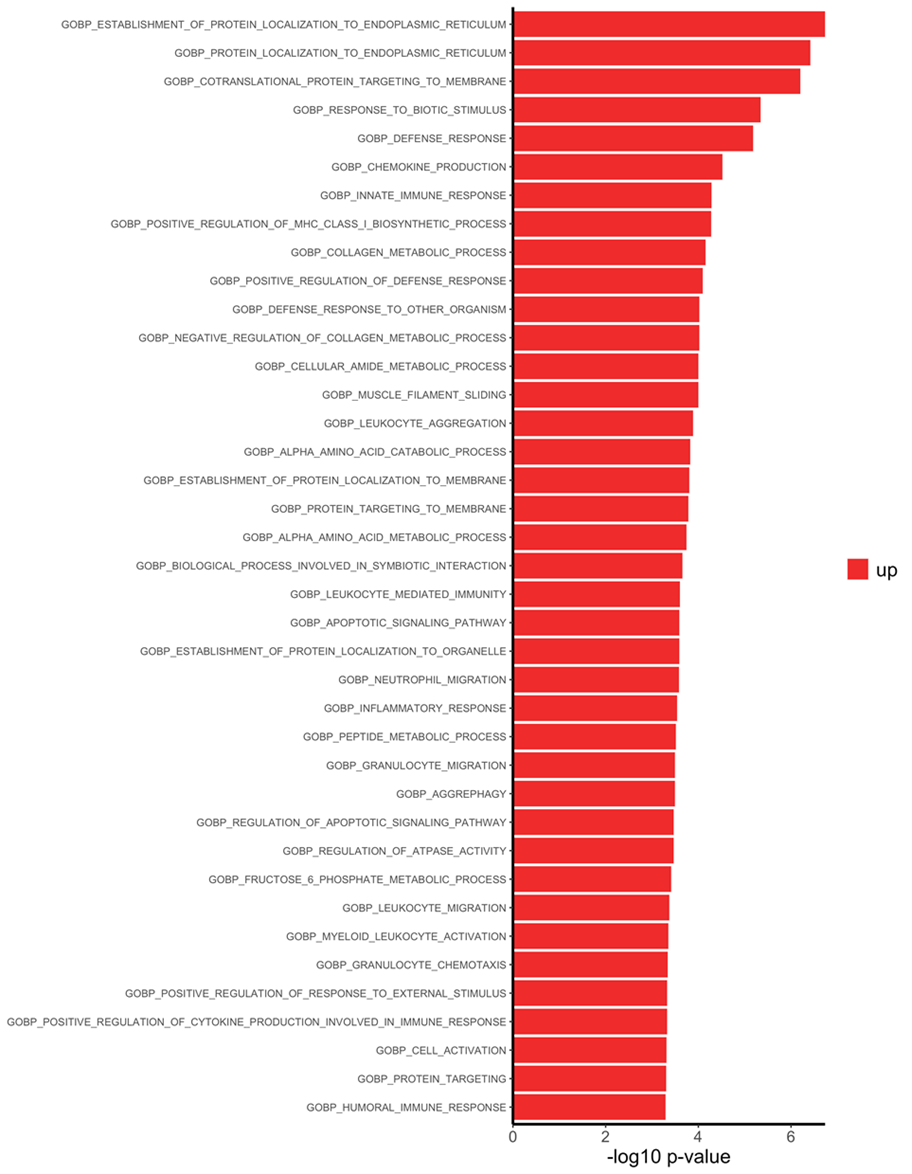

**Supplemental Fig. 4.** Summary of Gene Ontology Pathway analysis. Comparison is of FO vs CO groups, adjusted p-value < 0.1 for differentially expressed genes. Upregulated pathways in red.

**Supplemental Fig. 5.** Gene ontology enrichment analysis of differentially expressed inflammatory and sphingolipid synthesis genes. **a,** Acute inflammatory response genes (GO:0002526). **b,** Genes within the sphingolipid synthesis pathway (GO: 0030148). Shown are results of hierarchical clustering of differentially expressed genes of FO or CO fed mice. Data represents 5 mice per group.

**Supplemental Table**

| *Continued*  **Vitamins (g/kg)** | **TD08081**  **(CO)** | **TD07500**  **(FO)** |
| --- | --- | --- |
| Calcium pantothenate | 0.02 | 0.02 |
| Pyridoxine HCl | 0.008 | 0.008 |
| Thiamin (81%) | 0.007 | 0.007 |
| Riboflavin | 0.007 | 0.007 |
| Folic acid | 0.002 | 0.002 |
| Biotin | 0.0002 | 0.0002 |
| Vitamin B12 (0.1% in mannitol) | 0.03 | 0.03 |
| Vitamin E, DL-alpha tocopherol acetate (500 IU/g) | 0.18 | 0.18 |
| Vitamin A palmitate (5x10^5^ IU/g) | 0.01 | 0.01 |
| Vitamin D3, cholecalciferol (5x10^5^ IU/g) | 0.002 | 0.002 |
| Vitamin K1, phylloquinone | 0.0009 | 0.0009 |
| Sucrose, fine ground | 11.7 | 11.7 |
|  |  |  |
| **Sphingolipids** (pmol/mg)**:** |  |  |
| ***Dihydroceramides, all:*** | 0.07 | 0.20 |
| d18:0/16:0 | 0.05 | 0.07 |
| d18:0/18:0 | 0.01 | 0.04 |
| d18:0/18:1 | 0.01 | 0.07 |
| d18:0/24:0 | 0.00 | 0.01 |
| d18:0/24:1 | 0.00 | 0.01 |
| ***Ceramides, all:*** | 0.39 | 1.24 |
| d18:1/C16:0 | 0.19 | 0.39 |
| d18:1/C18:0 | 0.18 | 0.63 |
| d18:1/C20:0 | 0.00 | 0.01 |
| d18:1/C22:0 | 0.01 | 0.08 |
| d18:1/C24:0 | 0.01 | 0.08 |
| d18:1/C24:1 | 0.00 | 0.05 |
| ***Sphingomyelins, all:*** | 12.08 | 14.05 |
| SM d18:1/C12:0 | 0.04 | 0.08 |
| SM d18:1/C16:0 | 0.24 | 0.28 |
| SM d18:1/C18:0 | 9.7 | 10.77 |
| SM d18:1/C18:1 | 0.64 | 0.50 |
| SM d18:1/C24:0 | 0.29 | 0.25 |
| SM d18:1/C24:1 | 1.17 | 2.16 |
| LysoSM d18:1 | 0.00 | 0.01 |
| ***Glucosylceramides, all:*** | 1.61 | 2.11 |
| GlucCer(d18:2/16:0) | 0.94 | 1.47 |
| GlucCer(d18:2/24:1) | 0.62 | 0.58 |
| GlucSO d18:1 | 0.05 | 0.06 |
| ***Long-chain bases, all:*** | 0.06 | 0.22 |
| SA d18:0 | 0.01 | 0.06 |
| SO d18:1 | 0.04 | 0.14 |
| PhytoSO d18:0 | 0.01 | 0.02 |

|  | **TD08081**  **(CO)** | **TD07500**  **(FO)** |
| --- | --- | --- |
| Protein (%) | 17.7 | 17.7 |
| Carbohydrates (%) | 39.3 | 39.3 |
| Fat (%) | 18.3 | 18.7 |
| Cholesterol (%) | 0.20 | 0.12 |
| Kcal/g | 4 | 4 |
| Ratio of omega 6 to omega 3 PUFAs | 46 | 0.3 |
| Saturated fatty acids (%) | 75 | 29 |
| Monounsaturated fatty acids (%) | 17 | 25 |
| Polyunsaturated fatty acids (%) | 8 | 46 |
| DHA (% of total fatty acids) | 0 | 8-10 |
| EPA (% of total fatty acids) | 0 | 12-15 |
|  |  |  |
| **Calories provided by:** |  |  |
| Protein, % | 17.9 | 17.9 |
| Fat (ether extract), % | 42.4 | 39.7 |
| Carbohydrates, % | 39.7 | 42.4 |
|  |  |  |
| **Minerals (g/kg):** |  |  |
| Calcium carbonate | 12.5 | 12.5 |
| Potassium phosphate, monobasic | 6.86 | 6.86 |
| Potassium citrate, monohydrate | 2.48 | 2.48 |
| Sodium chloride | 2.59 | 2.59 |
| Potassium sulfate | 1.63 | 1.63 |
| Magnesium oxide | 0.85 | 0.85 |
| Ferric citrate | 0.21 | 0.21 |
| Zinc carbonate | 0.06 | 0.06 |
| Manganous carbonate | 0.02 | 0.02 |
| Cupric carbonate | 0.01 | 0.01 |
| Potassium iodate | 0.0004 | 0.0004 |
| Sodium selenate | 0.0004 | 0.0004 |
| Ammonium paramolybdate, tetrahydrate | 0.0003 | 0.0003 |
| Sodium meta-silicate, nonahydrate | 0.05 | 0.05 |
| Chromium potassium sulfate, dodecahydrate | 0.01 | 0.01 |
| Lithium chloride | 0.0006 | 0.0006 |
| Boric acid | 0.003 | 0.003 |
| Sodium fluoride | 0.002 | 0.002 |
| Nickel carbonate hydroxide, tetrahydrate | 0.001 | 0.001 |
| Ammonium meta-vanadate | 0.0002 | 0.0002 |
| Sucrose, fine ground | 7.73 | 7.73 |
|  |  |  |
| **Vitamins (g/kg):** | 7.73 | 7.73 |
| Niacin | 0.04 | 0.04 |

**Supplemental Table 1.** Diet composition.

**Supplemental Table 2.** Gene categories of interest for asthma and diet-induced asthma from DEG analysis (Figures 3C and D).

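This table groups names from the heatmaps of Fig. 3b and 3c by their reported role in asthma, and some names are printed in a form that the count table does not use. They were read as the mouse symbols Zbtb16 for ZBTP16, Bgn for B6N, Mgp for M6P, Pdcd5 for PCD5, Mapk14 for MAK14, Dab2ip for DAB21P, Zfp260 for ZNF260, Prrx2 for PRX2 and Pik3c2a for PIK3C2. After this reading all 39 genes were found in the count table.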

| **Category** | **Gene** | **Ref.^1^** | **Gene** | **Ref.^1^** |
| --- | --- | --- | --- | --- |
| Inflammation (pro) | M6PR  CXCL13  GFPT2  ZBTP16  FABP4  PdE4b  PCD5  AK2  S100a8  S100a9 | 1  2  3,4  5  6  7  8  9  10  10, 11 | RIPK3  CXCL12  CMTM4  TRIM56  ISOC1  DAB21P  CAMTA2  S100a11  AKAP5 | 12, 13  14  15  16  17  18  19  20  21 |
| Inflammation (anti) | FKBP5  TMEM66  Retnlg  STARD7  MAK14  MMP8 | 22  23  24  25  26  27 |  |  |
| Smooth muscle contraction | Mt2  PdE4b  Map3k6  Myl3  ACTA2  PPP2CB (activated by sphingolipids)  PIK3C2 | 28  29  30  31, 32  33  34, 35  36 |  |  |
| Smooth muscle proliferation | PRX2 | 37 | ZNF260 (inhibits)  TRABD2B (inhibits)  ARHGAP1 | 38  39, 40  41 |
| Airway remodeling | B6N  M6P | 42  43 |  |  |
| Lipid metabolism | ACOXL  FABP4  DLD | 32  6  44 |  |  |

^1^ Reference related to asthma

^2^ Only known for cardiac muscle

**Supplemental References**

1. Green, T.D., Crews, A.L., Park, J., Fang, S. & Adler, K.B. Regulation of mucin secretion and inflammation in asthma: a role for MARCKS protein? *Biochim Biophys Acta* **1810**, 1110-1113 (2011).

2. Baay-Guzman, G.J. *et al.* Role of CXCL13 in asthma: novel therapeutic target. *Chest* **141**, 886-894 (2012).

3. Zhang, Y. *et al.* The ORMDL3 Asthma Gene Regulates ICAM1 and has Multiple Effects on Cellular Inflammation. *Am J Respir Crit Care Med* (2018).

4. Al-Mukh, H. *et al.* Lipopolysaccharide Induces GFAT2 Expression to Promote O-Linked β-N-Acetylglucosaminylation and Attenuate Inflammation in Macrophages. *J Immunol* **205**, 2499-2510 (2020).

5. Feng, X. *et al.* iNKT cells with high PLZF expression are recruited into the lung via CCL21-CCR7 signaling to facilitate the development of asthma tolerance in mice. *Eur J Immunol* **51**, 414-432 (2021).

6. Ge, X.N. *et al.* FABP4 regulates eosinophil recruitment and activation in allergic airway inflammation. *Am J Physiol Lung Cell Mol Physiol* **315**, L227-l240 (2018).

7. Tsukiji, N. *et al.* Platelets play an essential role in murine lung development through Clec-2/podoplanin interaction. *Blood* **132**, 1167-1179 (2018).

8. Diao, X., Wang, J., Zhu, H. & He, B. Overexpression of programmed cell death 5 in a mouse model of ovalbumin-induced allergic asthma. *BMC Pulmonary Medicine* **16**, 149 (2016).

9. Picher, M. & Boucher, R.C. Human airway ecto-adenylate kinase. A mechanism to propagate ATP signaling on airway surfaces. *J Biol Chem* **278**, 11256-11264 (2003).

10. Kim, D.H. *et al.* Suppressive effects of S100A8 and S100A9 on neutrophil apoptosis by cytokine release of human bronchial epithelial cells in asthma. *Int J Med Sci* **17**, 498-509 (2020).

11. Quoc, Q.L. *et al.* S100A9 in adult asthmatic patients: a biomarker for neutrophilic asthma. *Experimental & Molecular Medicine* **53**, 1170-1179 (2021).

12. Oikonomou, N. *et al.* Airway epithelial cell necroptosis contributes to asthma exacerbation in a mouse model of house dust mite-induced allergic inflammation. *Mucosal Immunol* **14**, 1160-1171 (2021).

13. Zhang, H., Ji, J., Liu, Q. & Xu, S. MUC1 downregulation promotes TNF-α-induced necroptosis in human bronchial epithelial cells via regulation of the RIPK1/RIPK3 pathway. *J Cell Physiol* **234**, 15080-15088 (2019).

14. Bignold, R. *et al.* Chemokine CXCL12 drives pericyte accumulation and airway remodeling in allergic airway disease. *Respiratory Research* **23**, 183 (2022).

15. Bona, A. *et al.* MARVEL-domain containing CMTM4 affects CXCR4 trafficking. *Mol Biol Cell*, mbcE22050152 (2022).

16. Tsuchida, T. *et al.* The ubiquitin ligase TRIM56 regulates innate immune responses to intracellular double-stranded DNA. *Immunity* **33**, 765-776 (2010).

17. Kushnareva, Y. *et al.* Functional Analysis of Immune Signature Genes in Th1* Memory Cells Links ISOC1 and Pyrimidine Metabolism to IFN-γ and IL-17 Production. *The Journal of Immunology*, ji2000672 (2021).

18. Anzalone, G. *et al.* Cigarette smoke affects the onco-suppressor DAB2IP expression in bronchial epithelial cells of COPD patients. *Scientific reports* **9**, 15682-15682 (2019).

19. Rastogi, D. *et al.* CDC42-related genes are upregulated in helper T&#xa0;cells from obese asthmatic children. *Journal of Allergy and Clinical Immunology* **141**, 539-548.e537 (2018).

20. Xia, C., Braunstein, Z., Toomey, A.C., Zhong, J. & Rao, X. S100 Proteins As an Important Regulator of Macrophage Inflammation. *Front Immunol* **8**, 1908 (2017).

21. Harb, H. *et al.* A regulatory T cell Notch4-GDF15 axis licenses tissue inflammation in asthma. *Nature immunology* **21**, 1359-1370 (2020).

22. Kelly, M.M. *et al.* Corticosteroid-induced gene expression in allergen-challenged asthmatic subjects taking inhaled budesonide. *Br J Pharmacol* **165**, 1737-1747 (2012).

23. Wang, Y.M. *et al.* Store-operated calcium entry-associated regulatory factor regulates airway inflammation and airway remodeling in asthma mice models. *Am J Physiol Lung Cell Mol Physiol* **321**, L533-l544 (2021).

24. Lee, M.R. *et al.* Retnla overexpression attenuates allergic inflammation of the airway. *PLoS One* **9**, e112666 (2014).

25. Yang, L. *et al.* Haploinsufficiency for Stard7 is associated with enhanced allergic responses in lung and skin. *J Immunol* **194**, 5635-5643 (2015).

26. Xia, T., Ma, J., Sun, Y. & Sun, Y. Androgen receptor suppresses inflammatory response of airway epithelial cells in allergic asthma through MAPK1 and MAPK14. *Hum Exp Toxicol* **41**, 9603271221121320 (2022).

27. Quintero, P.A., Knolle, M.D., Cala, L.F., Zhuang, Y. & Owen, C.A. Matrix metalloproteinase-8 inactivates macrophage inflammatory protein-1 alpha to reduce acute lung inflammation and injury in mice. *J Immunol* **184**, 1575-1588 (2010).

28. Yin, L.M. *et al.* Transgelin-2 as a therapeutic target for asthmatic pulmonary resistance. *Sci Transl Med* **10** (2018).

29. Krymskaya, V.P. & Panettieri, R.A., Jr. Phosphodiesterases regulate airway smooth muscle function in health and disease. *Curr Top Dev Biol* **79**, 61-74 (2007).

30. Gerthoffer, W.T. *et al.* Activation of MAP kinases in airway smooth muscle. *Am J Physiol* **272**, L244-252 (1997).

31. Gao, N. *et al.* Signaling through myosin light chain kinase in smooth muscles. *J Biol Chem* **288**, 7596-7605 (2013).

32. Zhu, Z. *et al.* Shared genetic and experimental links between obesity-related traits and asthma subtypes in UK Biobank. *J Allergy Clin Immunol* **145**, 537-549 (2020).

33. Moiseenko, A. *et al.* Origin and characterization of alpha smooth muscle actin-positive cells during murine lung development. *Stem Cells* **35**, 1566-1578 (2017).

34. Dobrowsky, R.T., Kamibayashi, C., Mumby, M.C. & Hannun, Y.A. Ceramide activates heterotrimeric protein phosphatase 2A. *Journal of Biological Chemistry* **268**, 15523-15530 (1993).

35. Takai, A. *et al.* Protein phosphatases 1 and 2A and their naturally occurring inhibitors: current topics in smooth muscle physiology and chemical biology. *The Journal of Physiological Sciences* **68**, 1-17 (2018).

36. Sarker, M.A.K. *et al.* Class II PI3Ks α and β Are Required for Rho-Dependent Uterine Smooth Muscle Contraction and Parturition in Mice. *Endocrinology* **160**, 235-248 (2019).

37. Jones, F.S., Meech, R., Edelman, D.B., Oakey, R.J. & Jones, P.L. Prx1 controls vascular smooth muscle cell proliferation and tenascin-C expression and is upregulated with Prx2 in pulmonary vascular disease. *Circ Res* **89**, 131-138 (2001).

38. Lepore, J.J., Cappola, T.P., Mericko, P.A., Morrisey, E.E. & Parmacek, M.S. GATA-6 Regulates Genes Promoting Synthetic Functions in Vascular Smooth Muscle Cells. *Arteriosclerosis, Thrombosis, and Vascular Biology* **25**, 309-314 (2005).

39. Grainger, S. & Willert, K. Mechanisms of Wnt signaling and control. *Wiley Interdiscip Rev Syst Biol Med*, e1422 (2018).

40. Danielewicz, H. *et al.* Pet ownership in pregnancy and methylation pattern in cord blood. *Genes Immun* **22**, 305-312 (2021).

41. Loirand, G. & Pacaud, P. Involvement of Rho GTPases and their regulators in the pathogenesis of hypertension. *Small GTPases* **5**, 1-10 (2014).

42. Huang, J., Olivenstein, R., Taha, R., Hamid, Q. & Ludwig, M. Enhanced proteoglycan deposition in the airway wall of atopic asthmatics. *Am J Respir Crit Care Med* **160**, 725-729 (1999).

43. Xing, Y.M., Li, P.S. & Liu, Y. 1,25-(OH)2D3 participates and modulates airway remodeling by reducing MGP and TGF-β1 expression in TNF-α-induced airway smooth muscle cells. *Adv Clin Exp Med* **31**, 151-155 (2022).

44. Ijpma, G. *et al.* Intrapulmonary airway smooth muscle is hyperreactive with a distinct proteome in asthma. *Eur Respir J* **56** (2020).

How the deposited data were processed for this re-analysis (not part of the article)

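Lung RNA from 10 mice, 5 fed the FO diet and 5 fed the CO diet for 8 weeks, was sequenced, and each mouse was 1 sample. The diet of each sample was taken from the sample labels, which use the same mouse names as Fig. 3. The authors deposited raw counts of reads per gene symbol, made by aligning single-end reads with STAR to the mm10 genome and counting with htseq-count, without normalization. The paper names TruSeq RNA v2 or riboZero for the libraries and 3 types of sequencer, and its text does not name which mouse had which, nor the annotation or strand setting of the counting, so reads of overlapping genes and of pseudogenes could be split. Gene positions are those of the RefSeq annotation of GRCm38, the build that mm10 names.

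The table held 24059 gene symbols, of which 9898 had no count in any mouse. All columns were used and no 2 mice had identical counts. Totals ranged from 229766 to 1124963 counts, and Rn45s took from 21.8% to 87.0% of them. The counts on other genes ranged from 45177 to 473254, with a median of 185996, and the floor of a mouse was set at 3 counts.

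Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's default filter (a minimum count of 10 and a minimum total of 15) and the quasi-likelihood test without robust estimation. The filter left 2438 genes and the common dispersion was 0.0956. The threshold of an unadjusted p-value under 0.05 is that of the paper's methods, and Benjamini-Hochberg adjusted p-values are given beside it. Normalized values are CPM, or log2 CPM with a prior count of 2. Myl3 and Acoxl did not pass the filter and were reported from the edgeR fit of the 14161 genes with any count, an alternative set before the data were examined. The share of variance between diets, principal components and single genes were tested with exact permutation tests. Correlations across the 10 mice used 100000 permutations.

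The KEGG and GO sets of the paper were not used here. In their place 19 gene lists were written by hand before the data were examined, 7 for the paper's claims and 12 for other hypotheses, and tested with fgsea 1.28.0 and with camera from limma 3.58.1 where at least 5 genes of a list were tested. The 137 names of differentially expressed genes were read by eye from Fig. 3, and 2 of them have a letter that could not be read with certainty. The genes named in the text are those that the paper or Supplemental Table 2 names, the 3 with the smallest p-values in each direction among genes whose groups did not overlap (since none passed adjustment), and members of the lists with an unadjusted p-value under 0.05, at most 4 per list. Galc, Ttn, Tnnt2, Corin, Malat1, Rn45s and the small nucleolar RNA genes fall outside that rule and were chosen after their values were seen.

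The alternatives were DESeq2 1.42.0, DESeq2's RLE scaling factors, library size alone, genes with any count, genes with at least 10 counts in every mouse (633 genes), robust estimation, limma-voom with sample quality weights, 1 surrogate variable (sva 3.50.0), the replicate number as a block, each mouse left out in turn, and for lists also camera, a ranking by log2 fold change and the nearest Reactome sets. DESeq2 on genes with any count, and leaving out Rn45s, were added after seeing the data. The pairing comes only from the replicate numbers in the mouse names, and same-numbered mice are different animals. On 2438 simulated genes, of which 200 were changed 4-fold, recovery was measured at an adjusted p-value under 0.05. It was at least 99.5% for edgeR, DESeq2, RLE scaling factors, robust estimation, limma-voom, the replicate block and 1 surrogate variable, and 51.0% for library size alone. The other filters, the fits without a mouse or without Rn45s and DESeq2 on genes with any count were not simulated with changed genes. Changes smaller than 4-fold were not simulated. Other splits of the mice were refitted 100 times with edgeR and 50 times with DESeq2. The DESeq2 number was lowered from that of edgeR because of computing time, after the result at the higher number had been seen. RT-PCR, lipid, histology and airway measurements were not analysed here.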

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

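All tests in this part were chosen after the values were seen. In 56 groups of 5 mice, formed by 8 measures of the libraries and 20 genes within each diet, the highest or lowest mouse stood apart from the others, by Dixon's ratio above 0.71, in 6 groups, where chance gives about 2.8.

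Malat1, a long nuclear RNA, made up 8.53% of the counts outside Rn45s in FO mouse 2 and 6.15% in CO mouse 5, against at most 1.05% in any other mouse. Small nucleolar RNA genes made up 2.35% in FO mouse 2, which stood apart from the other FO mice, and 1.36% in CO mouse 5. Since the mice with high shares belong to both diets, diet does not separate them, and no other biological explanation was tested. The paper names library kits with and without selection for poly(A) tails, and its text does not name which mouse had which. If capture of RNA without a poly(A) tail had differed, histone genes should follow the small nucleolar RNA genes, but their shares had a Pearson correlation of -0.114 over the 10 mice (permutation p = 0.749; Spearman's rho -0.055, permutation p = 0.894; r without FO mouse 2 and CO mouse 5 -0.057). The histone share was 0.051% ± 0.017 in the FO group and 0.037% ± 0.0081 in the CO group (SD, n = 5 each; exact permutation p = 0.135). The histone share rests on few counts in shallow mice, at 0.038% of 45177 counts in CO mouse 1. The missing relation therefore neither shows nor excludes a difference in capture. A difference in how nuclear RNA was recovered remains possible and was not tested.

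Trpm7 had a log2 CPM of 1.75 in CO mouse 1 and Il1b one of 1.72 in CO mouse 3. Both come from 0 counts in that mouse and are below the nearest CO mice at 4.27 and 2.69, so the values are set by the depth and the prior count. Pdcd5 was highest among the CO mice in CO mouse 3, with a log2 CPM of 5.75 against 5.34 for the next, still below every FO mouse. With 2.8 groups expected by chance, these 3 genes give no pattern, and no biological explanation was tested.

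The paper does not discuss Rn45s, the precursor of ribosomal RNA. It held a median of 71.5% of the counts over the 10 mice, far above the floor of 3 counts. Its share was 72.6% ± 10.9 in the FO group and 62.2% ± 25.8 in the CO group (SD, n = 5 each; exact permutation p = 0.492). A difference between diets was therefore not detected. The wide range, from 21.8% to 87.0%, reduces the counts left for other genes in most mice, and incomplete removal of ribosomal RNA, which may produce it, was not tested. When Rn45s was left out before scaling and filtering, an alternative chosen after seeing the data, 106 genes had an unadjusted p-value under 0.05 and 0 an adjusted one.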

How the results depend on the processing

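Alternatives other than DESeq2 on genes with any count and leaving out Rn45s were set before the data were examined. Of the values at the claims recomputed under the alternatives, 259 kept their direction and side of the threshold or stayed near the first value, 27 counts moved, 17 became stronger, 22 weaker and 12 reversed. Of those for other genes and lists, 330 stayed, 14 became stronger, 29 weaker and 3 reversed. The share of variance between diets, 9.50%, stayed between 6.25% and 15.7% under the alternatives and between 9.52% and 13.9% with each mouse left out. Apart from the shift with library size alone, the cause of the changes below was not tested.

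Against 71 genes with an unadjusted p-value under 0.05, there were 36 with library size alone, 587 with any count, 15 with at least 10 counts in every mouse, 117 with limma-voom, 116 with 1 surrogate variable and 138 with DESeq2 on genes with any count, and from 54 to 154 across the 10 fits that each left out a mouse. The count with an adjusted p-value under 0.05 was 0, but 1, S100a9, with DESeq2, with any count and without FO mouse 2, so that it ranged from 0 to 1. Of the paper's 137 names, 47 passed at first, 15 with library size alone, 117 with any count, 13 with at least 10 counts in every mouse and 132 with DESeq2 on genes with any count, and from 30 to 50 with a mouse left out. Library size alone moved the median log2 fold change from 0.003 to -0.55, so that 2.78% of its calls were higher in FO, against 57.7% with TMM. It also reversed Trpm7 to -0.029, Bgn to -0.12 and the heat shock list to -0.59. Relative to the shifted median, both genes lie higher in FO. Every value given with library size alone, those of lists included, contains this shift, which was from 0.05 to -0.43 among genes with any count. Library size includes the counts on Rn45s, so it sets the other genes lower where the Rn45s share is high. The TMM factor was highest, 3.21, in CO mouse 4 (21.8% Rn45s) and lowest, 0.45, in FO mouse 3 (87.0%). The shift therefore goes with the Rn45s content of the libraries.

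Among the sphingolipid genes 0 were called, or 1 with any count. Of the acute inflammation genes 1 was called, against 0 with library size alone, 6 with any count, 0 with at least 10 counts in every mouse, 2 with DESeq2 on genes with any count and 2 without Rn45s, and 1 to 3 with a mouse left out. Myl3 ranged from 1.95 to 4.00 and Myl6 from -0.35 to -0.10 with a mouse left out. Acoxl no longer had an unadjusted p-value under 0.05 with library size alone (1.05, not lower relative to the shifted median) and with limma-voom (0.95), and ranged from 0.84 to 1.75.

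The enrichment score of striated muscle passed the threshold with any count (2.14), 1 surrogate variable (1.61) and DESeq2 on genes with any count (1.88), and ranged from 0.58 to 1.79 with a mouse left out. Smooth muscle contraction reversed to 1.48 with any count, 1.34 with DESeq2 on genes with any count, 1.02 without Rn45s, 0.81 ranked by log2 fold change and 1.14 with the nearest Reactome set, and ranged from -1.42 to 1.33. Ribosomal protein reversed to -0.64 with library size alone, no longer passed with camera (0.36, a difference in mean t and not a score), and ranged from 0.77 to 2.89, past the threshold in 6 of the 10 fits. Neutrophil and innate defence passed with library size alone (1.89), any count (1.90), the replicate block (1.75) and DESeq2 on genes with any count (1.92), and ranged from 1.44 to 1.78, past the threshold in 5 of the 10 fits. Acute inflammation passed with any count (1.48), 1 surrogate variable (1.60) and DESeq2 on genes with any count (1.49), and ranged from 1.22 to 1.56. Sphingolipid synthesis reversed to -1.28 with library size alone and -1.38 with the nearest Reactome set, and ranged from -0.77 to 1.13 over the 5 fits with enough genes. Oxidative stress weakened to 0.57 with library size alone, 1.38 with any count, 0.86 with at least 10 counts in every mouse, 1.43 with 1 surrogate variable and 1.43 without Rn45s. With camera, whose value is a difference in mean t (0.62) and not a score, it no longer passed. The score ranged from 0.83 to 1.93, past the threshold in 2 of the 10 fits.

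With at least 10 counts in every mouse, Myl3, Acoxl and lists left with fewer than 5 genes gave no value. Myl3 and Acoxl were tested among genes with any count throughout, so the filters and DESeq2 on genes with any count add no separate value for them. The depth limits the test of genes with few counts: of 14161 genes with a count, 2438 passed the filter.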

Differences from the paper's values

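The paper reports 137 differentially expressed genes, and 71 genes had an unadjusted p-value under 0.05 here with edgeR. Of the alternatives set before the data were examined, limma-voom with 117 genes, 1 surrogate variable with 116, leaving out FO mouse 2 with 154 and leaving out CO mouse 1 with 104 came within 1.5 times of the paper's number. The others did not: DESeq2 gave 62, RLE scaling factors 73, library size alone 36, genes with any count 587, genes with at least 10 counts in every mouse 15, robust estimation 73, the replicate block 55, and the other fits without a mouse from 54 to 84. Chosen after seeing the values, DESeq2 on genes with any count gave 138 genes, and leaving out Rn45s gave 106. The paper's methods name DESeq2 and state no filter on low counts. The lower edgeR number therefore goes with a change of test and filter.

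The paper shows about 71 genes higher in the FO group in Fig. 3b, read by eye, against 41 here. Limma-voom with 60, 1 surrogate variable with 56, leaving out FO mouse 2 with 52 and leaving out CO mouse 4 with 50 came within 1.5 times of it. The others did not, with 33 for DESeq2, 40 for RLE scaling factors, 1 for library size alone, 365 for genes with any count, 6 for at least 10 counts in every mouse, 39 for robust estimation, 35 for the replicate block and from 25 to 46 for the other fits without a mouse. DESeq2 on genes with any count gave 71 and leaving out Rn45s 55, both chosen after seeing the values.

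The paper shows about 66 genes lower in the FO group in Fig. 3c, read by eye, against 30 here. Limma-voom with 57, 1 surrogate variable with 60 and leaving out CO mouse 1 with 58 came within 1.5 times of it. DESeq2 with 29, RLE scaling factors with 33, library size alone with 35, genes with any count with 222, at least 10 counts in every mouse with 9, robust estimation with 34, the replicate block with 20 and the other fits without a mouse, from 18 to 102, did not. With DESeq2 on genes with any count there were 67 and without Rn45s 51, both chosen after seeing the values.

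The paper lists Myl3 and Acoxl among the genes higher in the FO group. Neither passed the default filter on low counts. In the edgeR fit of genes with any count, the log2 fold changes were 2.80 for Myl3 and 1.41 for Acoxl, both with an unadjusted p-value under 0.05, and so they were with DESeq2 on genes with any count (2.79 and 1.43), which was chosen after seeing the values. The edgeR adjusted p-values were 0.401 and 0.905. The text of the paper refers to Fig. 3c for Acoxl, whose name stands in the heatmap of Fig. 3b.

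The paper finds cardiac muscle and contraction pathways higher in the FO group. The striated muscle list had a score of 1.33 (fgsea adjusted p = 0.195). It passed the threshold with genes with any count (2.14), with 1 surrogate variable (1.61) and, chosen after seeing the values, with DESeq2 on genes with any count (1.88). The smooth muscle contraction list had a score of -0.84 and passed the threshold only with genes with any count (1.48, fgsea adjusted p = 0.040, camera adjusted p = 0.985).

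The paper reports some upregulation of oxidative stress pathways under less stringent criteria. It proposes that there was no clear effect on them, in either direction, as a possible cause of the airway reactivity. The oxidative stress list here had a score of 1.71 (fgsea adjusted p = 0.035, with a range from 0.016 to 1 over the alternatives in processing and from 0.0057 to 0.745 with a mouse left out). By camera its adjusted p was 0.353. Without the 1 gene of the list that stands in Fig. 3, the score was 1.496 (fgsea adjusted p = 0.166). The paper finds acute inflammatory response genes similarly expressed. The list written for them had a score of 1.47 (fgsea adjusted p = 0.117), and passed the threshold with genes with any count (1.48), with 1 surrogate variable (1.60) and, chosen after seeing the values, with DESeq2 on genes with any count (1.49). By camera its adjusted p over genes with any count was 0.456. Without the 1 gene of this list that stands in Fig. 3, the score with the default filter was 1.27 (fgsea adjusted p = 0.221).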

Other observations

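The tests in this part were chosen after the results were seen, apart from the thinning of Myl3 and the lists without the genes of Fig. 3. For each result across genes, other splits of the 10 mice into 5 and 5 were refitted. Of the 126 distinct splits, 16 part every same-numbered pair as the diets do, and the smallest share these can give is 0.0625, so none of the counts out of 16 can reach 0.05. A further 84 splits that part fewer pairs were drawn for edgeR, 100 in all, and 34 for DESeq2, 50 in all.

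As many genes with an unadjusted p-value under 0.05 as the 71 between the diets appeared in 12 of the 16 splits and 48 of the other 84. The median over the 100 splits was 86.5 genes. At an adjusted p-value under 0.05 no gene was called between the diets, so that all 16 of the 16 splits gave as many by construction. With DESeq2 on genes with any count, 12 of the 16 splits gave at least 138 genes, as did 22 of the other 34, with a median of 210.5. With edgeR on genes with any count, 14 of the 16 splits and 56 of the other 84 gave at least 587 genes, with a median of 733.5. At least 1 adjusted call, the number for the diets (S100a9), appeared there in 15 of the 16 and 56 of the other 84, with a median of 3.5. The paper's names reached 47 genes in 1 of the 16 splits, the diets themselves, and in 0 of the other 84, which the selection of these names on the same mice fixes in advance. All 16 splits gave at least the 0 genes called for sphingolipid synthesis, and 8 of the 16 gave at least the 1 gene called for acute inflammation.

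Scores at least as far from 0 as that of the diets were given, of the 16 splits, by 9 for striated muscle, 13 for smooth muscle contraction, 11 for ribosomal protein, 7 for neutrophil and innate defence, 4 for acute inflammation, 12 for sphingolipid synthesis, 6 for oxidative stress, 5 for glucocorticoid response and 1, the diets themselves, for heat shock. Of the other 84 splits, 41 reached the score of striated muscle, 63 that of smooth muscle contraction, 49 that of ribosomal protein, 32 that of neutrophil and innate defence, 9 that of acute inflammation, 63 that of sphingolipid synthesis, 19 that of oxidative stress, 30 that of glucocorticoid response and 0 that of heat shock. Over genes with any count, the scores were reached in 4 of the 16 splits and 15 of the other 84 for striated muscle, 10 and 48 for smooth muscle contraction, 10 and 44 for ribosomal protein, 4 and 13 for neutrophil and innate defence, 1 and 1 for acute inflammation, 15 and 74 for sphingolipid synthesis, 6 and 19 for oxidative stress, 3 and 13 for heat shock and 3 and 13 for glucocorticoid response. The score of heat shock with the default filter was thus reached by the diets alone among the 100 splits, but over genes with any count it was reached in 16 of the 100. The score of acute inflammation was reached in 13 of the 100 splits with the default filter and, over genes with any count, in 2, the diets and 1 other.

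The mice spread along the first principal component in the order of their share of small nucleolar RNA genes. After leaving out these genes, Malat1 and Rn45s, which were 4 of the genes tested, the component had a Pearson correlation of -0.881 with that share (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 6.0e-05 over 12 relations). Spearman's rho was -1 (permutation p = 1e-05), and r without FO mouse 2 and CO mouse 5 was -0.822 (permutation p = 0.0087). The correlation with the Malat1 share was -0.805 (permutation p = 0.00015, adjusted p = 0.00045; rho -0.867, permutation p = 0.0022), and -0.700 without the same mice (permutation p = 0.060), so it rests in part on them. For the log2 counts on genes other than Rn45s it was -0.730 (permutation p = 0.018, adjusted p = 0.036; rho -0.673, permutation p = 0.039), and -0.496 without CO mouse 1 and FO mouse 3 (permutation p = 0.206). The Rn45s share had a correlation of 0.369 (permutation p = 0.298, adjusted p = 0.447; rho 0.418, permutation p = 0.232; 0.627 without CO mice 4 and 5). No sequencing batch is given, so no relation within batches was computed. A candidate explanation for the main spread between mice is therefore a difference in RNA recovery or library preparation, which cannot be told apart from depth, and diet was not separated on this component (exact permutation p = 0.746).

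Fewer genes had an unadjusted p-value under 0.05 than 5% of those tested. In 20 simulations without any difference the median was 117.5 genes for edgeR, with a lowest of 92 against the 71 observed, and 438 for DESeq2 on genes with any count, with a lowest of 392 against 138. For edgeR on genes with any count the median was 577.5, from 537 to 642, and the 587 genes observed lay within that range. Low counts therefore gave as few calls as observed in that fit, but not in the other 2. In the simulations each gene varies independently of the others.

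Myl3 may be higher in the FO group because of heart muscle RNA in some samples. The summed counts of 33 cardiomyocyte marker genes, without the genes of Fig. 3, were higher in the FO group by 0.70 on the log2 scale, and 4 of 5 FO mice lay above the median of the CO group (exact permutation p = 0.278). Across the 10 mice, log2 CPM of Myl3 and of these markers had a Pearson correlation of 0.573 (permutation p = 0.083; rho 0.648, permutation p = 0.050), and of 0.507 without FO mouse 2 and CO mouse 1 (permutation p = 0.189). Over genes with any count the cardiomyocyte marker list had a score of 2.00 (fgsea adjusted p = 0.0009, camera adjusted p = 0.581), 23 of its 28 genes were higher in the FO group, of which Ttn, Tnnt2 and Corin had an unadjusted p-value under 0.05, and the mean of the list lay above the CO median in 5 of 5 FO mice (exact permutation p = 0.357). Carry-over of heart tissue therefore remains possible in these samples, and it cannot be told apart from an effect of diet. The paper also reports higher Myl3 in the FO group by Real-Time PCR, in mice of independent experiments, which were not analysed here. After thinning every mouse to 45177 counts outside Rn45s, the mean Myl3 count was higher in the FO group in 99.8% of 1000 thinnings. Greater depth of the FO libraries alone therefore does not explain the difference in these mice. The thinnings cover counting error only and not the spread between mice.

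The higher S100a9 and S100a8 in the FO group could come from more neutrophils or more blood in the samples. Summed counts of the other neutrophil and innate defence genes, without those of Fig. 3, were higher by 0.33 on the log2 scale (4 of 5 FO mice above the CO median, exact permutation p = 0.198). Erythroid markers were higher by 0.66 (5 of 5 FO mice, exact permutation p = 0.167) and platelet markers by 0.42 (4 of 5 FO mice, exact permutation p = 0.254). With adjustment over these and the cardiomyocyte markers each p was 0.278. Means of log2 CPM over the genes of each list with any count weigh each gene alike. By these means 5 of 5 FO mice lay above the CO median for each list, with exact permutation p = 0.016 for neutrophil and innate defence, 0.040 for erythroid and 0.016 for platelet markers, not adjusted for the number of lists. These lists include genes of Fig. 3, which were selected for differing between these mice. The enrichment scores over genes with any count were 1.90 (fgsea adjusted p = 0.0013, camera adjusted p = 0.135), 1.74 (fgsea adjusted p = 0.017, camera adjusted p = 0.221) and 2.09 (fgsea adjusted p = 0.00047, camera adjusted p = 0.194). The tests therefore differ, and more neutrophils or more blood in the FO samples remain possible sources.

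Lists outside the paper's claims were also tested. The heat shock list was higher in the FO group, with a score of 2.21 (fgsea adjusted p = 2.8e-04, 17 genes). For it 5 of 5 FO mice lay above the CO median (exact permutation p = 0.032, not adjusted for the number of lists). By camera, with an estimated correlation between its genes of 0.069, its adjusted p over the 12 lists tested was 0.107. The splits of the mice, which keep that correlation, reached the score with the default filter only for the diets. Over genes with any count, 16 of the 100 splits reached it and camera gave an adjusted p of 0.221. Correlation between the genes therefore remains a possible source of the call. Without 4 of its genes that stand in Fig. 3, the score was 1.45 (fgsea adjusted p = 0.166). The glucocorticoid response list had a score of 1.64 (fgsea adjusted p = 0.035, camera adjusted p = 0.225, 11 genes). For it 5 of 5 FO mice lay above the CO median (exact permutation p = 0.119). Without 2 genes of Fig. 3 the score was 1.34 (fgsea adjusted p = 0.166). As genes of Fig. 3 were selected for differing between these mice, leaving them out lowers a score in any case. Over the alternatives in processing, camera included, the adjusted p-value ranged from 1.0e-05 to 1 for heat shock, whose score was -0.59 with library size alone, and from 2.2e-05 to 0.643 for glucocorticoid response. With each mouse left out in turn, the fgsea adjusted p was under 0.05 in 10 of 10 fits for heat shock and 6 of 10 for glucocorticoid response.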
